A study of Mus musculus with 3 samples.

How the data were processed

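DamID marks DNA near a protein of interest. The protein is fused to the bacterial enzyme Dam, which methylates the adenine in GATC, and fragments between methylated GATC sites are amplified and sequenced. Lamina-associated domains (LADs) are the long stretches of chromatin that a fusion to a protein of the nuclear periphery methylates more than unfused Dam does. Per the labels, wild-type mouse embryonic fibroblasts of the C57BL/6 strain were transduced with retroviruses that expressed Dam-Lamin A, Dam-Lap2b or Dam alone. Lamin A is a filament protein of the nuclear lamina, and Lap2b is a membrane protein of the inner nuclear envelope. The amplified DNA was ligated, sonicated and sequenced on an Illumina instrument, per the labels. The labels gave 3 groups with 1 sample in each. Samples were grouped by the group named in the labels. There were no replicates, so no difference between the fusions had a replicate check and no p-value between them was computed.

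For each fusion a genome-wide profile and a list of LADs were used. No separate file of the Dam-only library was used here. The 4th column of each profile held log2 values as deposited, and the LAD lists as deposited held the start and end of each domain with no score. The labels and the files, which had no headers, did not state the aligner, the counting, the normalization, the domain caller or the genome build. What follows about these steps was read from the values. Both profiles covered the same 6415372 features on 21 chromosomes. The features lay 3 bp apart in 99.9916% of neighbours, and their median length was 258 bp (5th to 95th percentile, 18 to 1236 bp), as fragments between GATC sites would be. Chromosome 1 features reached position 197195301, which lies past the end of that chromosome in GRCm38 and within it in mm9. Coordinates are therefore given as mm9, counted from 1.

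The deposited log2 values had the form of a constant plus log2((fusion reads + 1)/(reference reads + 1)), with the constant 0.085 for Dam-Lamin A and 0.022 for Dam-Lap2b. The constant was the most frequent value of each profile. With denominators up to 20, 71.6% of 200000 drawn features fitted whole numbers with 1 denominator common to both profiles. The share was at most 0.009% when both constants were shifted (highest of 5 shifts) and 43.1% when the value of the second profile came from another feature. The reference was therefore taken to be a single library behind both profiles, and that library to be the Dam-only sample, the only control in the labels. No header or label states this. The smallest whole numbers that gave both values, with denominators up to 5000, were taken as reads and were found for 99.9968% of features. They are lower bounds where numerators and denominator had a common factor, and equal read numbers in all 3 libraries come out at 0, so that shares of features at 0 are upper bounds. They served to describe depth, to simulate and to run the alternatives, and no count test was run on them. On 300000 simulated features of this comparison, 88.2% were recovered exactly, 0% came out above the true value and the totals were 89.6% to 90.0% of the true totals.

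Profiles were averaged in 10 kb bins with at least 5 features. A bin belonged to a LAD when its middle lay in one. Bins fell into those in both lists, in 1 list alone and in neither. The contrast between lists was the mean of a profile over bins in the Dam-Lamin A list alone minus its mean over bins in the Dam-Lap2b list alone. On 821099 simulated features with planted domains and a true contrast of 2, this step returned 1.91 and −1.89, and the signs exchanged when the lists were exchanged. Overlap of the lists was measured in base pairs and as the Jaccard index, the shared length divided by the length in either list. Chance overlap came from 1000 circular shifts of a list within each chromosome, placed at 1 kb resolution. A LAD was called shared when at least 50% of its length lay in the other list. The step at a LAD edge was the mean of the 10 kb inside minus the mean of the 10 kb outside. Domains were also called here with 1 rule in both profiles, as runs of bins with a mean above 0 and at least 100 kb long. Both profiles were ratios to the same reference, which by itself makes them correlate. Unchanged fusions over that reference were therefore simulated 10 times with counting noise. Simulated bins were centred at their median before signs were compared and domains called, which was not done for the observed profiles. The simulation leaves out the structure of the reference along the genome. The reads per bin of each fusion were therefore also shifted circularly within chromosomes, independently and 100 times, with the reference in place. Ratios were then taken from summed reads. For LAD shares of chromosomes the fusions were shifted along the whole genome in the same way. These steps were added after the values had been seen. Intervals are 95% intervals from 1000 resamples of whole chromosomes, or exact Clopper-Pearson intervals for shares of LADs. They describe variation within these libraries and not between cell preparations, and the Clopper-Pearson intervals cover counting error only. The relation of LAD shares across chromosomes was tested with 100000 2-sided permutations.

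The groups, the comparisons, the alternatives in processing other than those named as added, and the rule for the regions named were fixed before the data were examined. The rule named the 3 longest LADs of each list, the 3 longest stretches found in each list alone, the chromosomes with the highest and lowest LAD share, and the 3 chromosomes with the largest difference between the lists. The alternatives were other bin sizes, medians in place of means, a minimum of 20 features per bin, autosomes only, merging of LADs less than 25 kb apart, a minimum LAD length, other limits for a shared LAD, bins far from LAD edges, standardised profiles, isolated edges, shuffled LADs and domains called with 1 rule. The step of 10 kb at edges and the sums of reads were settled after the values had been seen. Added alternatives were the removal of features recovered at 0 in all 3 libraries, summed reads per bin, bins with many reads, features of 200 to 1000 bp, 50 kb on each side of edges, LAD shares counted from position 0 and domains called at the constant of each profile. Planned results for a panel of genes, for genes and gene families in LADs and for GC content were left out, because no mm9 sequence or gene positions were used here and coordinates of different builds must not be mixed. Regions are for the same reason given without the genes in them.

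The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with the random seed 1.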

Results

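Lamina-associated domains were profiled by DamID in mouse embryonic fibroblasts with fusions of Dam to Lamin A and to Lap2b, 1 sample each, and with a Dam-only control that served as the presumed reference. The design asked which parts of the genome contacted each of the 2 peripheral proteins and how far their domains coincided. The whole numbers recovered from the log2 values summed to 139425430 reads for Dam-Lamin A, 151510643 for Dam-Lap2b and 153449176 for the reference, each a lower bound. The median feature held 10 reads in each fusion library and 7 in the reference. The recovered number was 0 for 13.0% of features in the Dam-Lamin A library, 10.9% in the Dam-Lap2b library and 16.4% in the reference, which are upper bounds, since a common factor lowers a recovered number. Single features were therefore imprecise, and most values below rest on 255936 bins of 10 kb with a median of 24 features. Across features the log2 values averaged 0.30 ± 1.83 (SD) in the profile labelled Dam-Lamin A and 0.33 ± 1.58 in the profile labelled Dam-Lap2b. Because profiles and lists went together crosswise, as described further on, each is named throughout by its label.

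The list labelled Dam-Lamin A held 2159 LADs that covered 1396.6 Mb, or 54.1% of the span of the features (95% interval 50.5 to 58.2%). The list labelled Dam-Lap2b held 2374 LADs over 1291.5 Mb, or 50.02% (47.1 to 53.1%). The median LAD was 328 kb long in the former list and 292 kb in the latter. The shortest LADs had 100194 and 100031 bp, so no LAD of either list was under 100 kb. LADs longer than 1 Mb numbered 365 and 321 and made up 55.8% and 48.0% of the listed length. Some LADs lay close together, with 453 gaps under 25 kb in the list labelled Dam-Lamin A and 451 in the other. Merging across these gaps left 1706 and 1923 LADs, the alternative that moved the numbers most. The median lengths then became 418 kb and 347 kb, outside the 95% intervals of 299.8 to 358 kb and 275.0 to 308 kb, and the share of the span became 54.3% for the list labelled Dam-Lamin A.

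Of the 3 longest LADs of each list, 2 overlapped LADs named for the other. In the list labelled Dam-Lamin A they were chromosome X 110300301 to 118442633 (8.14 Mb), chromosome 3 41422840 to 49545228 (8.12 Mb) and chromosome X 57769841 to 65729594 (7.96 Mb). In the list labelled Dam-Lap2b they were chromosome X 110308690 to 120033675 (9.72 Mb), chromosome 3 41562002 to 48887925 (7.33 Mb) and chromosome 1 100252817 to 106869974 (6.62 Mb). In the longest LAD of the list labelled Dam-Lamin A, the profiles labelled Dam-Lamin A and Dam-Lap2b averaged 1.19 and 1.48, and in the longest of the list labelled Dam-Lap2b they averaged 1.22 and 1.49. In the LAD on chromosome 1 they averaged 1.76 and 1.77.

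To what extent the fusions marked the same sequence was asked from the overlap of the lists. Both lists shared 1227.3 Mb, while 169.3 Mb lay only in the list labelled Dam-Lamin A and 64.2 Mb only in the list labelled Dam-Lap2b. Of the length of the former, 87.9% lay in the latter, and of the latter, 95.03% lay in the former. This order changed for domains called with 1 rule, with 97.1% of those of the profile labelled Dam-Lamin A in those of the other and 84.5% the other way. The Jaccard index was 0.840 (95% interval 0.828 to 0.853). Circular shifts gave a median of 0.359 and a range of 0.335 to 0.395, and 0 of 1000 reached the observed value. These shifts do not carry the reference that both profiles shared. Domains called with 1 rule from both profiles gave 0.825, against 0.107 to 0.129 for simulated fusions that differed from the reference by counting noise only. Those simulated bins lacked the structure of the reference along the genome, which long runs above 0 need. That range therefore understates what a shared reference gives. With summed reads per bin the index was 0.821, against 0.492 to 0.527 when the reads of each fusion were shifted along the chromosomes and the reference was left in place. By count, 1744 LADs labelled Dam-Lamin A (80.8%, 95% interval 79.1 to 82.4%) and 2165 LADs labelled Dam-Lap2b (91.2%, 89.98 to 92.3%) were shared. The share moved most when 90% of a LAD had to lie in the other list, to 55.9% and 82.0%. LADs with no overlap at all numbered 329 and 175. Edges were placed less uniformly than the domains themselves. Edges at an identical base in both lists numbered 330, of 4318 and 4748 edges, and the median distance to the nearest edge of the other list was 19.03 kb and 29.6 kb.

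The profiles themselves were compared across bins, which are not independent replicates. Pearson's r was 0.879 (95% interval 0.869 to 0.888) and Spearman's rho was 0.892, and 90.3% of bins had the same sign in both profiles. Simulated unchanged fusions gave an r of 0.546 to 0.550, a rho of 0.526 to 0.530 and the same sign in 68.5 to 68.8% of bins, from the counting noise of the shared reference. The simulated bins had an SD of 0.15 and 0.14, against 1.31 and 1.24 in the profiles labelled Dam-Lamin A and Dam-Lap2b, so they lacked the structure of the reference along the genome. With the reads of each fusion shifted along the chromosomes over the reference in place, 100 shifts gave an r of 0.675 to 0.703, a rho of 0.662 to 0.693 and the same sign in 75.7 to 76.9% of bins. The unshifted values with the same summed reads were 0.853, 0.88 and 89.7%, and 0 of 100 shifts reached any of them. Much of the correlation was thus already given by the shared reference. Without bins, r across single features was 0.634, the alternative that moved it most, where the simulation gave 0.495 to 0.497. Within classes of bins r was 0.658 in both lists and 0.574 in neither list. With summed reads it was 0.657 in both lists, above the 0.431 to 0.482 of the shifted fusions, and 0.439 in neither list, below their 0.557 to 0.593. The lists that set these classes follow the unshifted profiles and not the shifted ones, which by itself can lower the unshifted r within a class. The value in neither list therefore does not decide whether the correlation there exceeded what the shared reference gives.

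Signal inside and outside LADs was compared for each profile with each list. A list called from a profile holds its high values by construction, so a difference above 0 is not independent evidence. Both profiles shared 1 reference and it is open which list came from which profile, so this holds for all 4 pairs. The profile labelled Dam-Lamin A averaged 1.13 ± 0.82 (SD over bins) inside and −0.91 ± 0.82 outside the LADs of the same label, a difference of 2.04 (95% interval 1.94 to 2.12). With the list labelled Dam-Lap2b the difference was 2.11 (1.99 to 2.19). The profile labelled Dam-Lap2b differed by 1.98 (1.88 to 2.07) with the list of the same label and by 2.07 (1.97 to 2.15) with the list labelled Dam-Lamin A. Each profile was thus split slightly more by the list of the other label, by less than the width of the intervals. Bins more than 50 kb from any edge gave 2.18 to 2.26 for the 4 pairs.

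How the profiles differed where the lists differed was asked from the bins in 1 list alone. In the 122701 bins in both lists, the profiles labelled Dam-Lamin A and Dam-Lap2b averaged 1.29 ± 0.69 and 1.34 ± 0.54. In the 109856 bins in neither list they averaged −0.99 ± 0.77 and −0.89 ± 0.77. In the 16943 bins in the list labelled Dam-Lamin A alone, the profile of that label averaged −0.04 ± 0.71 and the profile labelled Dam-Lap2b 0.46 ± 0.47. The profile labelled Dam-Lamin A was the higher in only 19.1% of these bins. In the 6436 bins in the list labelled Dam-Lap2b alone, the profile of that label averaged 0.04 ± 0.68 and the profile labelled Dam-Lamin A 0.37 ± 0.61, and the latter was the higher in 71.2% of bins. The difference of Dam-Lamin A minus Dam-Lap2b was −0.50 (95% interval −0.55 to −0.45) in the first class of list-specific bins and 0.34 (0.23 to 0.42) in the other. Among alternatives on the log2 scale, bins with more reads than the median moved the former most, to −0.34.

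**Figure D1:**
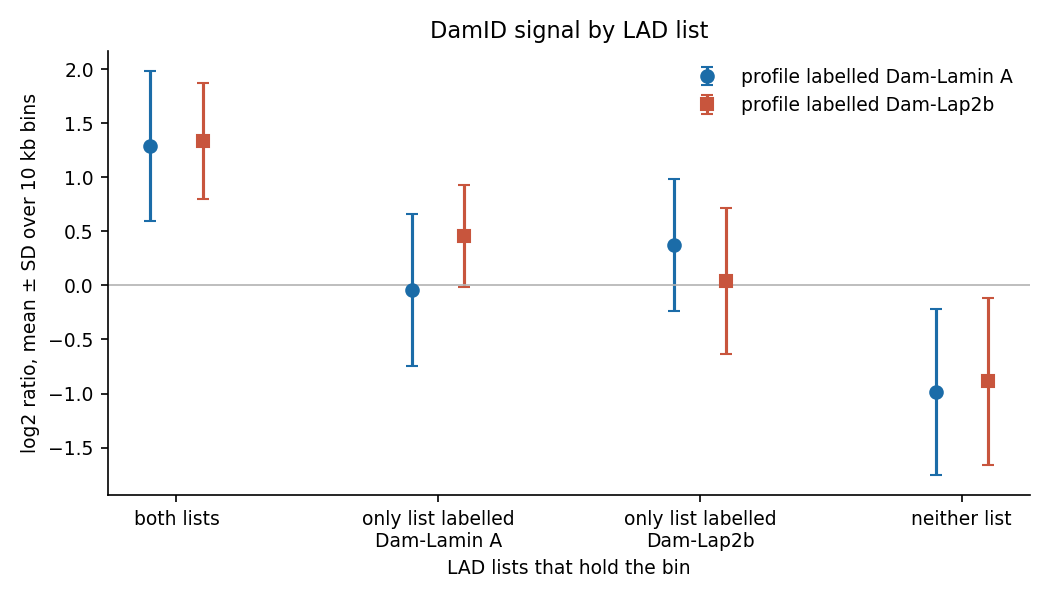
Mean log2 ratio (points) with the SD over 10 kb bins (bars) of the profiles labelled Dam-Lamin A (circles) and Dam-Lap2b (squares), for bins grouped by the LAD lists that hold them. In bins of the list labelled Dam-Lamin A alone the profile labelled Dam-Lap2b was higher (0.46 against −0.04), and in bins of the list labelled Dam-Lap2b alone the profile labelled Dam-Lamin A was higher (0.37 against 0.04).

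Set against each other, the bins of the list labelled Dam-Lamin A alone were lower than those of the list labelled Dam-Lap2b alone by a contrast of −0.42 (95% interval −0.49 to −0.34) in the profile labelled Dam-Lamin A. In the profile labelled Dam-Lap2b the same contrast was 0.42 (0.27 to 0.53). Among the 20 chromosomes with at least 10 bins of each kind, the contrast of the profile labelled Dam-Lamin A was below 0 on 20, from −0.81 to −0.12. That of the profile labelled Dam-Lap2b was above 0 on 19, up to 0.87, and was −0.35 on chromosome 3. Each profile was therefore lower where only the list of its own label had a LAD.

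The longest stretches in 1 list alone followed the same course with 1 exception. In the list labelled Dam-Lamin A alone these were chromosome 15 50748885 to 51398147 (649 kb), chromosome X 66628707 to 67267137 (638 kb) and chromosome 6 12198845 to 12793004 (594 kb). The profile labelled Dam-Lamin A averaged −0.29, −0.14 and 0.01 in them, and the profile labelled Dam-Lap2b averaged 0.24, 0.58 and 0.62. In the list labelled Dam-Lap2b alone they were chromosome 3 3312582 to 5014350 (1.70 Mb), chromosome 4 124817767 to 125573020 (755 kb) and chromosome 18 90004764 to 90677374 (673 kb). The profile labelled Dam-Lamin A averaged 1.30, 0.60 and 2.07 there, and the profile labelled Dam-Lap2b averaged 1.38, −0.17 and 1.64. The stretches on chromosomes 3 and 18 were high in both profiles, and each had an edge within 500 kb of the first or last feature of its chromosome. Most of the stretch on chromosome 3 lay farther in.

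**Figure D2:**
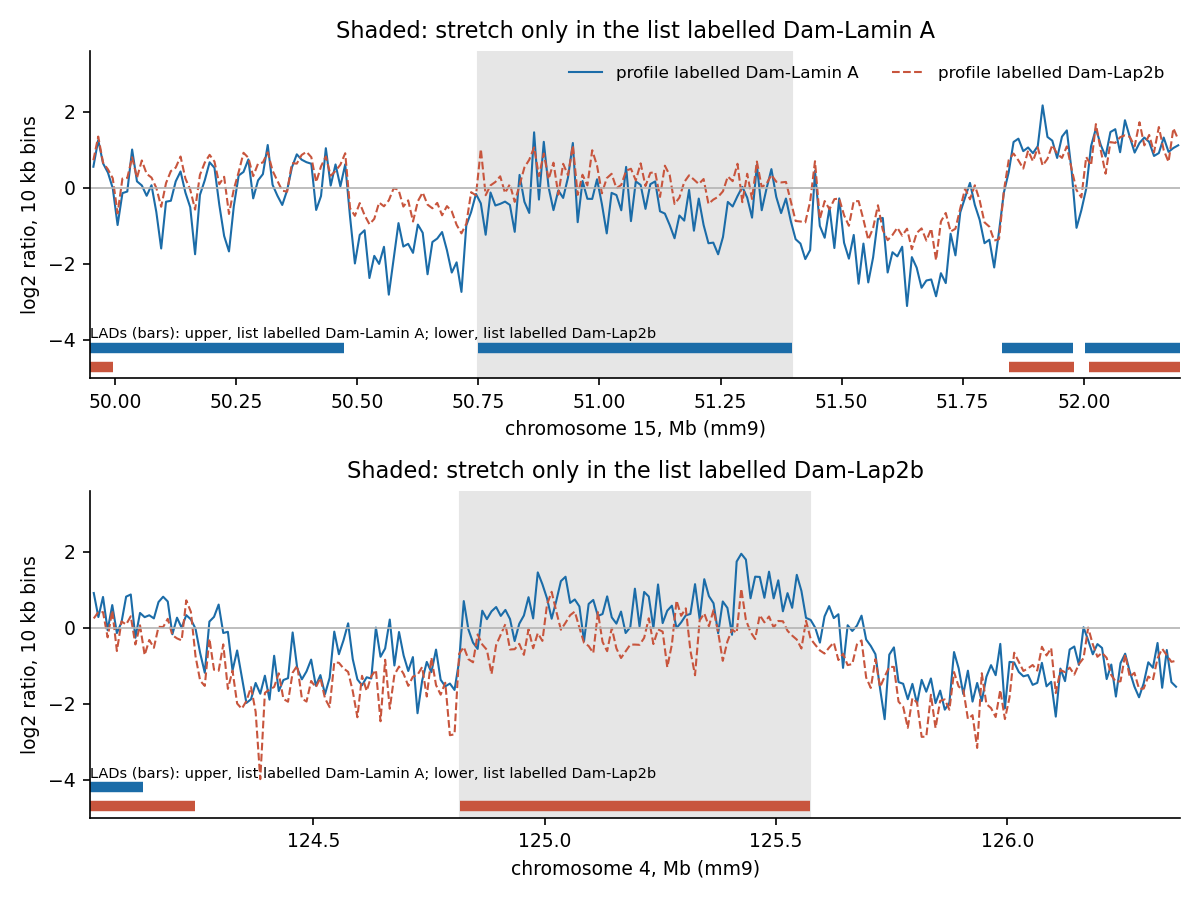
Log2 ratio in 10 kb bins (lines; solid, profile labelled Dam-Lamin A, and dashed, profile labelled Dam-Lap2b) along mm9 positions in Mb, with the LADs of both lists as bars, around the longest stretch of the list labelled Dam-Lamin A alone on chromosome 15 and a stretch of the list labelled Dam-Lap2b alone on chromosome 4. Inside the shaded stretches the profile of the other label was the higher, with means of 0.24 against −0.29 on chromosome 15 and 0.60 against −0.17 on chromosome 4.

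Signal across LAD edges showed where the lists placed their borders on the profiles. At the edges of the list labelled Dam-Lamin A, the step over 10 kb was 0.89 ± 0.78 (SD over 4124 edges) in the profile of that label and 1.14 ± 0.46 in the profile labelled Dam-Lap2b. At the edges of the list labelled Dam-Lap2b it was 0.60 ± 0.59 (4550 edges) in the profile of that label and 1.52 ± 0.56 in the profile labelled Dam-Lamin A. Among edges of the list labelled Dam-Lamin A more than 50 kb from any edge of the other list, 1525 had values, and the profile labelled Dam-Lap2b had the larger step at 67.7%. Among 2062 such edges of the list labelled Dam-Lap2b, the profile labelled Dam-Lamin A had the larger step at 95.6%. With 50 kb on each side, the steps at edges of the list labelled Dam-Lamin A were 0.94 in the profile of that label and 0.85 in the other, so their order changed there. At edges of the list labelled Dam-Lap2b the order was kept, with 0.67 and 1.08.

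**Figure D3:**
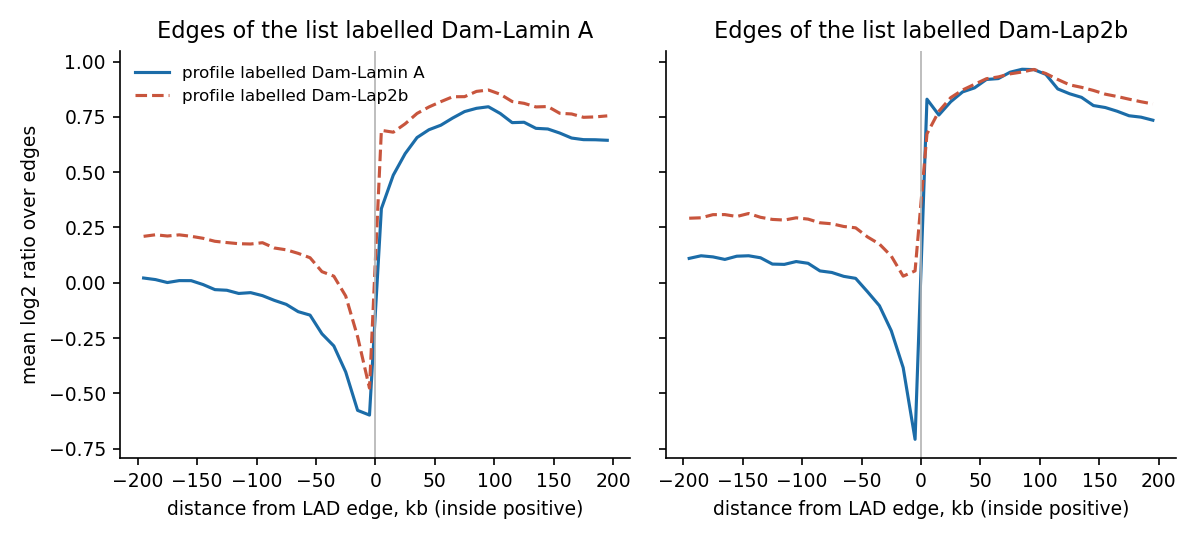
Mean log2 ratio in 10 kb steps from 200 kb outside to 200 kb inside LAD edges, for the edges of each list, in the profiles labelled Dam-Lamin A (solid) and Dam-Lap2b (dashed). At the edges of the list labelled Dam-Lap2b the profile labelled Dam-Lamin A rose by 1.52 over the edge and the profile labelled Dam-Lap2b by 0.60, while at the edges of the list labelled Dam-Lamin A they rose by 0.89 and 1.14.

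Domains called with 1 rule gave 2447 domains over 1128.9 Mb from the profile labelled Dam-Lamin A and 2246 over 1297.9 Mb from the profile labelled Dam-Lap2b. Those of the profile labelled Dam-Lamin A had a Jaccard index of 0.770 with the list of the same label and 0.837 with the other. Those of the profile labelled Dam-Lap2b had 0.848 with the list of the same label and 0.889 with the other. The list labelled Dam-Lamin A covered more sequence than the other list, while in these calls the profile labelled Dam-Lap2b covered more.

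LAD shares per chromosome were compared between the lists. Chromosome X had the highest share in both, 77.7% in the list labelled Dam-Lamin A and 66.3% in the list labelled Dam-Lap2b. The lowest was chromosome Y, with 31.1% in the former and none in the latter. Its LADs, named here because there were only 2, lay at 20613 to 341297 and 525817 to 1107774, and 63.2% of the features of chromosome Y were recovered at 0 in all 3 libraries, an upper bound for features without reads. Among autosomes chromosome 11 was lowest, with 37.0% and 38.8%, and it was the only chromosome with the higher share in the list labelled Dam-Lap2b. The largest differences between the lists were on chromosomes Y (31.1 percentage points), X (11.4) and 13 (7.81). Across 21 chromosomes the shares correlated with a Pearson's r of 0.860 and a Spearman's rho of 0.897 (2-sided permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without chromosomes X and Y, the 2 farthest from the median, r was 0.910 over 19 chromosomes and rho was 0.861, again with p = 1e-05 for each. These permutations do not carry the shared reference. Domains called with 1 rule from summed reads gave an r of 0.881 over 21 chromosomes, and 67 of 100 shifts of the fusions along the genome over the reference in place gave as large an r (0.764 to 0.956). Over the 19 autosomes r was 0.928, against 0.403 to 0.911 in the shifts. By Pearson's r the correlation over all chromosomes thus did not exceed what the shared reference gives, and that over autosomes lay just above it. Spearman's rho was 0.943 over all chromosomes, against 0.555 to 0.938 in the shifts. Over autosomes rho was 0.926, against 0.398 to 0.925. By rank both thus lay just above the shifts, so the 2 measures disagreed over all chromosomes. Chromosomes are parts of the same 2 libraries and not replicates, and the 4 p-values of this family are unchanged by Benjamini-Hochberg adjustment.

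**Figure D4:**
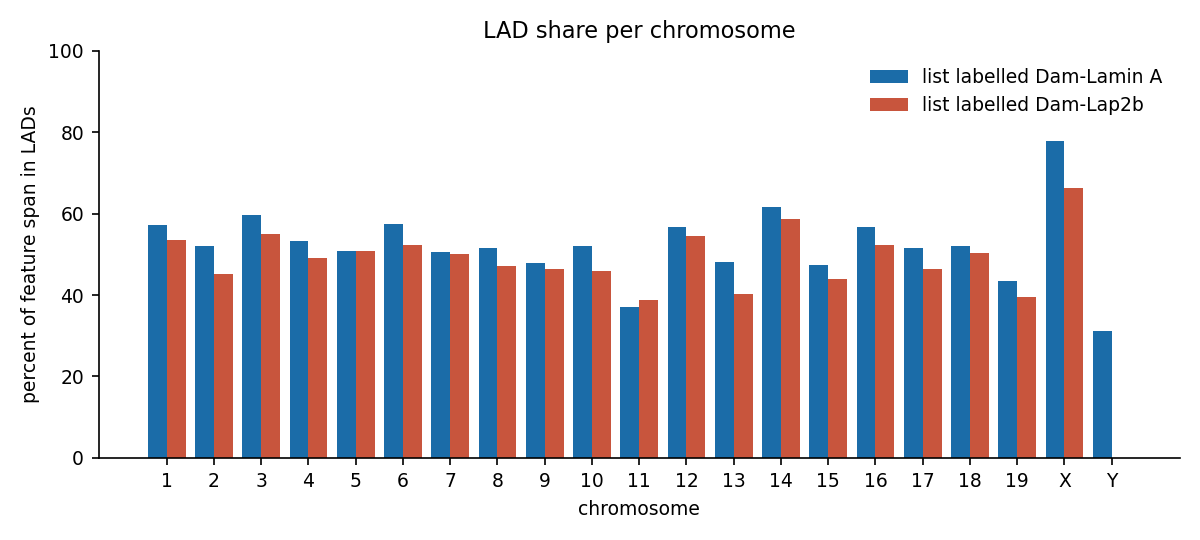
Percent of the span of the features of each mouse chromosome that lay in LADs, for the lists labelled Dam-Lamin A and Dam-Lap2b (bars, 1 sample each, no error). Shares ran from 37.0% on chromosome 11 to 77.7% on chromosome X in the list labelled Dam-Lamin A, apart from 31.1% on chromosome Y, where the list labelled Dam-Lap2b had none.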

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

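Of the tests in this part, those of exchanged labels, of a different threshold and of other source libraries, and those that left out features at 0, used bins with many reads or used features of 200 to 1000 bp, were chosen only after the result was seen.

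The contrast between bins of the list labelled Dam-Lamin A alone and bins of the list labelled Dam-Lap2b alone pointed in opposite directions in the 2 groups. It was −0.42 in the profile labelled Dam-Lamin A and 0.42 in the profile labelled Dam-Lap2b. Both signs were the reverse of what lists called from the profiles of the same label would give. The difference between the groups was not tested, since each had 1 sample. It was seen on 20 of 20 chromosomes for the former profile and on 19 of 20 for the latter, the exception being chromosome 3.

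Several technical causes were argued against by the values. If a different scale or calling threshold of the profiles were the cause, some threshold would match each profile to the list of its own label at least as well as to the other list. With the best threshold for each pair of profile and list, the Jaccard index was still higher with the list of the other label, by 0.040 for the profile labelled Dam-Lamin A and by 0.069 for the profile labelled Dam-Lap2b, on 20 of 20 chromosomes for both. The indices were 0.895 and 0.917 with the list of the other label, and 0.855 and 0.848 with the list of the same label. The contrasts also stayed in place when parts of the data were removed. The smaller of the 2 in size was 0.377 among bins more than 50 kb from any edge, which argues against imprecise edges. It was 0.428 without features recovered at 0 in all 3 libraries, which argues against values that sit at the constant. It was 0.351 in bins with more reads than the median, which argues against counting noise. It was 0.393 with features of 200 to 1000 bp alone, which argues against a bias of a library with feature length.

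A candidate explanation is that the lists or the profiles carry the label of the other fusion. Domains called with 1 rule had a higher Jaccard index with the list of the other label in both profiles, by 0.067 and 0.041, a sum of 0.109. The gain was seen on 20 of 20 chromosomes for the profile labelled Dam-Lamin A and on 18 of 20 for the profile labelled Dam-Lap2b. An exchange needs both partners out of place, and both were. Nothing in the files tells whether the lists or the profiles were exchanged, so it stays open which profile and which list belong to which protein. A wider window gave a mixed picture. With 50 kb on each side of an edge, the list labelled Dam-Lamin A had the larger step in the profile of its own label, 0.94 against 0.85, while the list labelled Dam-Lap2b had 0.67 in the profile of its own label and 1.08 in the other. Each profile still had its larger step at the edges of the list of the other label.

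It also stays open whether the lists were called from libraries other than those in the profiles. Lists from separate cells could place some edges where neither profile has a border. At edges more than 50 kb from the other list, the step in the profile of the other label was 0.962 times that at the remaining edges for the list labelled Dam-Lamin A and 0.994 times for the list labelled Dam-Lap2b. These edges were thus nearly as sharp as those near an edge of the other list, but no file shows the input of the caller and this cannot be told apart from an exchange. A difference between Lamin A and Lap2b in the sequences they contact remains a possible part of the list-specific bins and was not tested, because there was 1 sample of each fusion.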

How the results depend on the processing

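Of the alternatives in this part, summed reads per bin, bins with more reads than the median, features of 200 to 1000 bp, removal of features recovered at 0, 50 kb on each side of edges, the denominator from position 0 and domains called at the constant were chosen only after the results were seen.

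For the 31 results, 139 alternative values were computed, each result under the alternatives that applied to it. A value was taken as unmoved when it stayed within the 95% interval of the reported value, or within 1.5 times the reported number of LADs. By this measure 89 values did not move, 48 moved with their direction kept and 2 changed sign. Of the 89, 18 came from the minimum LAD length of 100 kb, which removed 0 LADs and so says nothing about stability. A further 6 of the 48 moves came from standardised profiles, whose values are in another unit, so they say nothing about stability either. The same holds for the moves of the LAD shares of chromosome X when counted from position 0. These shares belong to a single chromosome, so they were not resampled. Their intervals were set to the value itself, so any change counted as a move. Restricting the data to autosomes moved none of the 23 results it was run for, which did not include edge steps or the shares of chromosomes. Leaving out features recovered at 0 in all 3 libraries moved none of the 6 results it was run for, the contrasts between the lists and the differences between the profiles. The contrast between the lists kept its sign in both profiles under each alternative. No paired analysis was possible because each group had 1 sample.

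By the settings for overlap, the Jaccard index of 0.840 became 0.825 for domains called with 1 rule and 0.809 for those called at the constant of each profile. The containment changed its order. Of the sequence labelled Dam-Lamin A, 97.1% and 97.7% then lay in the other, up from 87.9%, and of that labelled Dam-Lap2b 84.5% and 82.5%, down from 95.03%. Merging LADs less than 25 kb apart raised the median lengths to 418 kb and 347 kb. Shared LADs became 84.8% and 92.6% when 1 bp sufficed and 55.9% and 82.0% when 90% was needed, for the lists labelled Dam-Lamin A and Dam-Lap2b. The moves of shared LADs follow from the construction of these limits. The order of containment follows from covered length, since both shares divide the same shared length. The list labelled Dam-Lamin A was the longer (1396.6 against 1291.5 Mb), while the domains called with 1 rule from that profile were the shorter (1128.9 against 1297.9 Mb). Why the order of covered length changed was not tested. Pearson's r of the profiles was 0.944 in 100 kb bins, 0.634 across single features, 0.869 with medians of features and 0.899 in bins with at least 20 features. It rose with the number of features averaged, and the depth of about 10 reads per feature limits what single features show.

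Signal in LADs minus outside is given in the order of the profile labelled Dam-Lamin A with the list of that label, the profile labelled Dam-Lap2b with that list, and then both with the list labelled Dam-Lap2b. Away from edges the values were 2.19, 2.24, 2.26 and 2.18. Standardised profiles gave 1.54, 1.64, 1.59 and 1.57 in units of SD, a change of unit. Medians moved 3 of the 4, to 2.19, 2.20 and 2.10 for the first, the third and the last.

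The contrast between the lists left its interval in 1 case, at −0.31 for the profile labelled Dam-Lamin A when standardised, which is the division by the SD. In bins of the list labelled Dam-Lamin A alone, the difference of the profiles was −0.33 when standardised and moved to −0.59 with summed reads, −0.34 in bins with more reads than the median and −0.55 with features of 200 to 1000 bp. The small differences elsewhere changed sign. In bins in both lists the value of −0.05 became 0.15 in bins with more reads than the median, and in neither list the value of −0.10 became 0.024 when standardised. Standardising subtracts the mean of each profile and divides by its SD, which by itself moves an offset this small. The cause of the former was not tested, and no direction is read from the profiles in these classes.

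Edge steps are given in the same order of pairs. With 50 kb on each side they were 0.94, 0.85, 1.08 and 0.67, which changed the order of the profiles at edges of the list labelled Dam-Lamin A. Edges with no other LAD within 200 kb moved the first 3 to 0.83, 1.09 and 1.44, and medians moved the step of the profile labelled Dam-Lap2b at edges of the list labelled Dam-Lamin A to 1.10. The cause was not tested. Among secondary results, 14 of 40 alternative values moved without a change of sign.

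The alternatives meant for genes in LADs, gene families and GC content were not run, nor was the length of each chromosome in the genome build as denominator, since no mm9 reference was used here.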

Other observations

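The tests of few bins with many reference reads and of chromosome Y features at the constant were planned before their results were seen, and the remaining tests in this part (mappability, chromosome X, feature length and chromosome ends) were chosen only after the result was seen.

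In bins classed by the lists, the contrast between LADs and other sequence lay mostly in the reference. Mean reads per bin in the reference were 260 in bins in both lists and 1009 in bins in neither list, 3.88 times as many. The library labelled Dam-Lamin A held 663 and 427 reads, and the library labelled Dam-Lap2b 706 and 468. On the log2 scale the reference fell by 1.96 from bins in neither list to bins in both, while the fusions rose by 0.64 and 0.59. A few bins with very many reference reads were not the cause, since the ratio of the medians was also 3.30. Lower mappability or copy number of LAD sequence would lower every library, and the fusion libraries were at least 1.51 times higher in LADs, so it could not be the whole cause. If the lists were called from ratios to this same reference, the calling by itself places bins with few reference reads in LADs. The classes of bins are then not independent of the reference, and how much of its fall this selection gave was not tested. A higher accessibility of sequence outside LADs to unfused Dam stays open and was not tested. Across bins, log2(reads + 1) of the fusion libraries correlated with each other with a Pearson's r of 0.583. With the reference r was 0.133 for Dam-Lamin A and 0.049 for Dam-Lap2b. Spearman's rho was 0.602 between the fusions, and 0.015 and −0.040 with the reference, so by rank neither fusion clearly followed the reference.

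Median reads per bin were lower on chromosome X than over all autosomes together, by amounts that differed between libraries. Median reads on X divided by those on the autosomes were 0.936 in the reference, 0.676 in the library labelled Dam-Lamin A and 0.826 in the library labelled Dam-Lap2b for bins in both lists. Only the value of Dam-Lamin A lay below the lowest single autosome of its library (0.762), and that of Dam-Lap2b lay above its lowest (0.753). In bins in neither list the order of the libraries differed, with 0.688 in the reference, 0.765 for Dam-Lamin A and 0.938 for Dam-Lap2b, the last within the range of single autosomes (0.674 to 1.38). More of chromosome X lay in LADs, but in bins in neither list the reference at 0.688 was still below its lowest autosome at 0.774. Dam-Lamin A at 0.765 was also below its lowest autosome there, at 0.798. Fewer copies of X than of each autosome could lower all 3 libraries alike. The 3 ratios in bins in both lists differed by 0.260, while single autosomes ranged from 0.764 to 1.28 in the reference, so fewer copies cannot be told apart from local differences in signal. The labels do not give the sex of the cells. Bins above 0 made up 69.4% of chromosome X in the profile labelled Dam-Lamin A and 81.8% in the other, against 54.2% and 57.7% on autosomes. The order of the profiles on X was thus also the reverse of that of the LAD shares, 77.7% and 66.3%.

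The length of a feature changed the contrast between LADs and other sequence. For features up to 50 bp, bins aside, the mean in both lists minus that in neither was 1.75 in the profile labelled Dam-Lamin A and 1.63 in the other, against 2.46 and 2.35 for features of 200 to 1000 bp. A candidate explanation is the 1 added to each read number, which pulls features with few reads towards the constant. When the reads of features of 200 to 1000 bp were thinned to 8.22%, the level of the short features, their contrast became 1.45 in the profile labelled Dam-Lamin A and 1.38 in the other, below that of the short features. Features over 1000 bp differed by 1.74 in the profile labelled Dam-Lamin A and by 2.37 in the other. Few reads could not explain this loss in a single profile. Among features with at least 60 reads, the contrast of the long features minus that of features of 200 to 1000 bp was −0.64 in the profile labelled Dam-Lamin A and 0.04 in the other. Amplification or sonication that differed between libraries was not tested, and no biological explanation was tested.

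Stretches high in both profiles were missing from the lists at the ends of chromosomes. Of 610 bins above 1 in both profiles within 500 kb of the first or last feature of a chromosome, 54.8% were missing from the list labelled Dam-Lamin A and 46.6% from the list labelled Dam-Lap2b. Elsewhere 1.15% and 1.83% of 75832 such bins were missing. This is in line with a step of the domain calling that left out segments at the ends of a chromosome. Among stretches of at least 500 kb above 0 in both profiles, 5 were missing from the list labelled Dam-Lamin A, 4 of them within 100 kb of an end, and 3 from the list labelled Dam-Lap2b, 3 of them within 100 kb of an end. Examples chosen after their values were seen are chromosome 12 120700001 to 121260000, with means of 1.98 and 1.52 in the profiles labelled Dam-Lamin A and Dam-Lap2b, and chromosome 13 3000001 to 3520000, with 1.37 and 1.28. Sequence near chromosome ends should therefore not be read as outside LADs from these lists alone.

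On chromosome Y 63.2% of features sat at the constants and were recovered at 0 in all 3 libraries, against at most 3.84% on any other chromosome. These are upper bounds for features without reads, since equal read numbers come out at 0 too. Its 2 LADs in the list labelled Dam-Lamin A did not come only from features that sit at a constant above 0, because the remaining features in them averaged 1.08 in the profile labelled Dam-Lamin A and 0.956 in the other. Such features elsewhere on chromosome Y averaged nearly as much, 1.04 and 0.85. Why the list labelled Dam-Lap2b had no LAD there was not tested.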
